A study of Mus musculus with 70 samples. Its data were reported in "Application of biclustering of gene expression data and gene set enrichment analysis methods to identify potentially disease causing nanomaterials" (2015).

How the data were processed

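Lung RNA of single mice was measured on 2-colour Agilent whole mouse genome arrays of the 4x44K format. Per the labels, female C57BL/6 mice received 54, 162 or 486 µg of 1 of 2 dusts from sanding paint with titanium dioxide nanoparticles, NRCWE-032 or NRCWE-033, or the vehicle only, by a single instillation into the trachea. Whole lungs were collected 1 or 28 days later, and only a small part of each, kept frozen, went into the RNA extraction. Each array held Cy5-labelled RNA from the lung of 1 mouse and Cy3-labelled Universal Mouse Reference RNA, a commercial mixture used as a common reference. The series held 70 arrays in 14 groups of 5. The 5 control arrays of each day served both dusts.

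Groups were taken from the array titles. On 4 arrays the title and the source name disagreed on the day or the dose, and these stayed in the group of the title: NRCWE-033 at 162 µg on day 1, replicate 2, NRCWE-033 at 54 µg on day 1, replicate 3, NRCWE-032 at 54 µg on day 1, replicate 4, and NRCWE-032 at 54 µg on day 28, replicate 3. Replicates were numbered in the order of the deposited arrays, and equal numbers were not treated as pairs, although some of these arrays shared a slide.

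The deposited values are the output of Feature Extraction for each array. Per the file headers, the spot and local background columns hold median pixel intensity on a linear scale, neither background subtracted nor normalised. The deposited log10 ratio of Cy5 to Cy3 was background subtracted, detrended and dye normalised by the authors' run of that software. Deposited flags of 0 or 1 mark spots well above background, saturated spots and spots of uneven or outlying brightness. Mean spot signals, which had been chosen for the main processing before the data were examined, were not among the columns used here, and the median signals took their place.

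Control spots and spots marked uneven or outlying were left out. The local background medians were removed from the medians of each channel by the normexp model with an offset of 50, and the log2 ratio of Cy5 to Cy3 was normalised within each array by loess in limma 3.58.1 under R 4.3.3, with version 1.17.8 of data.table. Plots were drawn with matplotlib 3.10.9. Spots of the same probe were combined by their median, and so were the probes of 1 gene symbol. Of 45018 spots per array, 43379 were not control spots and stood for 41174 distinct probes, of which 245 were printed 10 times. Symbols were joined through the RefSeq accessions of the probes to a table of the GRCm38.p6 assembly. This gave a symbol to 27479 probes (66.7%) and 18749 gene symbols in all, of which 6641 had 2 or more probes and 118 had a missing value on at least 1 array. The array design names the older mm9 build, so no coordinates are given. Dim probes were kept. The precision of each value is limited by 5 arrays per group. The share of spots well above background in Cy5 ranged from 18.5% to 59.7% between arrays, and no spot was saturated.

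For each dust and day, the 15 dosed and 5 control arrays were fitted by limma per gene symbol. The moderated F test asked whether any dose differed from control, and moderated tests compared each dose with control. The same model compared the dusts at equal dose within a day over 35 arrays, the dose effects between the days within a dust over 40 arrays, and the controls of the 2 days over 10 arrays. Benjamini-Hochberg adjusted p-values under 0.05 within a test were called. All tests were two-sided.

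The 10 gene lists that the study had derived from other lung disease experiments, called biclusters, were tested in 2 ways. The methods' 2-sample test with unequal variances compared the mean log2 of the plain F statistic of the members with that of all gene symbols, adjusted over 40 tests, and the same difference was compared with 99 random reassignments of the 20 arrays to dose groups. A score per array, the mean over the members of the log2 ratio minus the control mean of each gene, was compared between each dose and control by an exact permutation test, adjusted over 120 tests. Older symbols in the lists were matched through the synonyms in the RefSeq table. Limma's rotation test fry was run beside the scores.

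Genes were named by a rule fixed before the data were examined. For each dust and day these were up to 4 symbols with the largest increase and up to 2 with the largest decrease at 486 µg, among those called at 486 µg against control whose 5 dosed arrays all lay beyond the 5 control arrays and that had a probe well above background on all arrays of at least 1 of both groups. Up to 3 members of each discussed bicluster were named under the same conditions. Any other gene name was chosen after its values were seen, and this holds for all genes named in the comparisons between dusts and between days.

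The alternatives fixed before the data were examined were no background correction, the deposited Feature Extraction ratio, median centring in place of loess, a filter on dim probes, the brightest probe per symbol, slide as a random block, scan day as a term, all 70 arrays in 1 fit with and without slide as a fixed block, leaving out the 4 arrays with conflicting labels, a plain test without moderation, the moderated F statistic and the reassigned arrays for the biclusters, medians over members, fry, and leaving out each array in turn. Weights for single arrays, estimated by limma from their spread, were added after the data had been seen. The model was tested on simulated data drawn for 18749 gene symbols with the spread of the real arrays and 200 genes changed by 2 on the log2 scale. At 486 µg it called 198 of them for NRCWE-032 on day 1, 194 for NRCWE-032 on day 28, 196 for NRCWE-033 on day 1 and 197 for NRCWE-033 on day 28, besides 9, 16, 6 and 8 unchanged genes. The simulated genes varied independently, whereas 1 random split of the real arrays called 3057 genes at 486 µg of NRCWE-033 on day 1. The simulation therefore does not measure the risk of false calls in the real arrays, nor the recovery of changes smaller than 2.

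For the closing part, each count of called genes was set against 100 splits of the same arrays, and 6 lists of marker genes were written by hand: 11 genes that follow Dbp in the daily clock, 6 in antiphase, 8 of heart muscle, 7 of skeletal muscle, 7 of adipose tissue and 8 of conducting airway epithelium. Part of these genes had been seen when the lists were written. A value was set apart when its gap to the nearest of the other 4 arrays of its group, relative to the range of the group, passed Dixon's critical value for 5 values.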

Results

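The data comprised 70 arrays of mouse lung RNA, 5 per group. Mice had received vehicle or 54, 162 or 486 µg of the paint sanding dusts NRCWE-032 or NRCWE-033, and lungs were taken on day 1 or day 28. Spots well above background in the lung channel made up 18.5% to 59.7% of an array. The lowest shares were 18.5% for replicate 1 at 162 µg of NRCWE-032 on day 28 and 20.5% for replicate 5 at 486 µg of NRCWE-032 on day 28. Both dusts share the 5 control arrays of a day, so chance differences of these controls enter both dose effects.

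The first comparison asked which genes changed with the dose of a dust. The study computed an F statistic for dose per gene as input to its gene set test. For NRCWE-032, limma called 0 of 18749 gene symbols by the F test on day 1 and 0 on day 28. Unadjusted p-values under 0.05 were found for 1175 gene symbols (6.27%) on day 1 and for 731 on day 28, and the plain F test called 0 on both days. At 54, 162 and 486 µg of NRCWE-032, limma and the plain test called 0 genes on either day. Unadjusted p-values under 0.05 numbered 1532, 1286 and 1493 at these doses on day 1, and 819, 861 and 1182 on day 28. With all 70 arrays in 1 fit, the alternative that moved these counts most, the F test called 13 genes on day 1, and 20 genes were called at 486 µg on day 28.

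For NRCWE-033 on day 1, the F test called 7 genes, all higher at 486 µg than in controls. Saa1, Saa2 and Saa3 were among them. The plain F test called 6 genes. No genes were called at 54 or 162 µg, where limma and the plain test gave 0 and unadjusted p-values under 0.05 numbered 1533 and 682. At 486 µg, 38 genes were called, 29 higher and 9 lower, of which 22 changed at least 2-fold. This count depended on the processing. It was 345 with array weights, a setting chosen after the data had been seen, and 343 with the deposited ratio. It was 12 with the plain test, 9 without the 4 arrays with conflicting labels, 2 with median centring and 0 with scan day as a term. Without replicate 4 at 486 µg the count was 5, and without replicate 2 it was 111. With slide as a random block 33 of the 38 genes were called, and with slide as a fixed block in a fit of all arrays 28 of them were.

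The largest increase on day 1 was that of Saa3 (serum amyloid A 3). Its log2 ratio to the reference was -1.91 ± 0.66 in controls and 3.19 ± 1.58 at 486 µg of NRCWE-033 (SD, n = 5), a log2 change of 5.10 (SE 0.614, adjusted p = 0.00105) or 34.3-fold. All 5 dosed arrays lay above all 5 controls. Saa1 rose by 2.98 on the log2 scale (SE 0.385, adjusted p = 0.00195) from -0.10 ± 0.12 (SD, n = 5), and Saa2 by 2.60 (SE 0.295, adjusted p = 8.45e-04) from 0.05 ± 0.32 (SD, n = 5). Saa2 was well above background on 1 of 5 control arrays and on 5 of 5 dosed arrays, so the size of its change rests on control values near background, and whether the probes separate the related transcripts of Saa1 and Saa2 was not tested. Lcn2 (lipocalin 2) rose by 2.66 (SE 0.488, adjusted p = 0.0282) from 0.90 ± 0.69 (SD, n = 5). The largest decreases were those of Traf1, whose log2 ratio fell by 1.13 (SE 0.209, adjusted p = 0.0285), and Dpep1, which fell by 0.97 (SE 0.185, adjusted p = 0.0366). At 162 µg of NRCWE-033 on day 1, the log2 change was 0.96 for Saa3, 0.31 for Saa1 and 1.16 for Lcn2, each with an adjusted p of 1.00. At 54 µg it was -0.20 for Saa3. None of the 6 genes changed direction under any of 32 alternatives. By the rule for naming genes all dosed arrays lay beyond all controls, so leaving out 1 array could not change it. Saa3 stayed called under 31 of the 32, whereas Lcn2 was not called under 9, Traf1 under 8 and Dpep1 under 16. Without replicate 4 at 486 µg, for example, neither Lcn2 nor Dpep1 was called, at log2 changes of 2.42 and -0.80.

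NRCWE-032 at 486 µg on day 1 gave a log2 change of Saa3 of 3.37 (SE 1.28, adjusted p = 0.562). The dosed arrays spread widely, with a log2 ratio of 1.46 ± 3.24 (SD, n = 5), and 3 of 5 lay above the highest control. The log2 change of Lcn2 was 2.44 (adjusted p = 0.378), that of Saa1 1.95 and that of Saa2 1.66. At 162 µg of NRCWE-032 on day 1 the log2 changes were 4.00 for Saa3, with 4 of 5 arrays above the highest control, 2.64 for Lcn2 and 2.23 for Saa1, each with 5 of 5 above, and 1.97 for Saa2, with 4 of 5 above. Their adjusted p-values were 0.562, 0.377, 0.564 and 0.553.

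**Figure D1:**
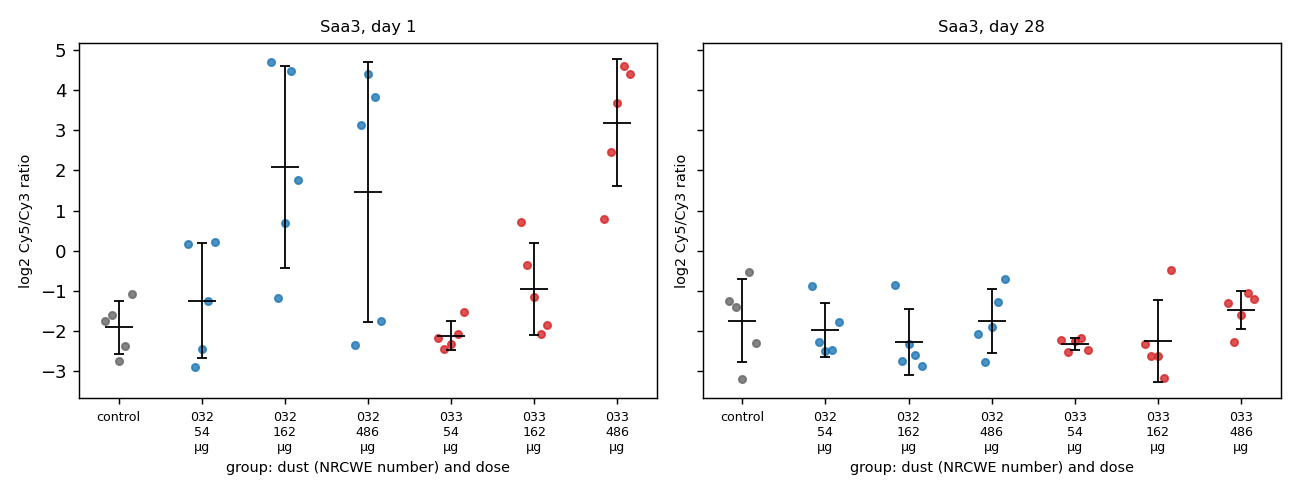
Log2 ratio of Saa3 in mouse lung to the common reference by dose of each dust (µg), on day 1 and day 28. Points are arrays, horizontal lines are group means and bars are SD, and on day 1 all 5 arrays at 486 µg of NRCWE-033 and 3 of 5 at 486 µg of NRCWE-032 lay above the highest control.

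On day 28, the F test called 8 genes for NRCWE-033, 5 higher and 3 lower at 486 µg. They were Arntl, Dbp, Dtx4, Hlf, Nr1d2, Plekha6, Rhebl1 and Spon2. Against control, 7 genes were called at 54 µg (5 higher, 2 lower), 16 at 162 µg (6 higher, 10 lower) and 7 at 486 µg (4 higher, 3 lower). In these contrasts 2, 3 and 3 genes changed at least 2-fold. Of 19 genes called at any dose, Dbp, Hlf, Nr1d2 and Spon2 were called at all 3 doses. Without replicate 5 of the day 28 controls, the count at 486 µg was 35, and without replicate 2 of these controls it was 4. With median centring the count at 486 µg was 0. The labels give no time of day for the collection of lungs, on which several of these genes depend. All 7 genes were called with slide as a random block, with scan day as a term and with the deposited ratio.

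The log2 ratio of Dbp, a transcription factor under daily clock control, was -0.83 ± 0.88 in the day 28 controls and 1.85 ± 0.26 at 486 µg of NRCWE-033 (SD, n = 5). The log2 change was 2.67 (SE 0.298, adjusted p = 5.99e-04) at 486 µg, 2.58 (adjusted p = 0.00103) at 162 µg and 2.39 (adjusted p = 0.00315) at 54 µg. Hlf changed by 1.36 (SE 0.168, adjusted p = 7.06e-04) at 486 µg, Nr1d2 by 0.89 (SE 0.137, adjusted p = 0.0126) and Plekha6 by 0.60 (SE 0.0720, adjusted p = 6.89e-04). Spon2 fell by 1.45 (SE 0.169, adjusted p = 6.06e-04) and Arntl by 0.97 (SE 0.152, adjusted p = 0.0140). For each of these 6 genes all 5 arrays at 486 µg lay beyond all 5 controls. None changed direction under 32 alternatives, and those that leave out 1 array could not have changed it. Arntl was not called under 7 of these, Nr1d2 under 5 and each of the other four under 1. The log2 change of Dbp was -0.41 at 486 µg of NRCWE-032 on day 28 (adjusted p = 0.985). On day 1, NRCWE-033 changed Dbp by 0.78, 2.19 and 1.39 at 54, 162 and 486 µg, with a control SD of 1.31 (n = 5). Saa3 changed by 0.26 at 486 µg of NRCWE-033 on day 28 (adjusted p = 0.964) and by 0.00 at 486 µg of NRCWE-032 on day 28.

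**Figure D2:**
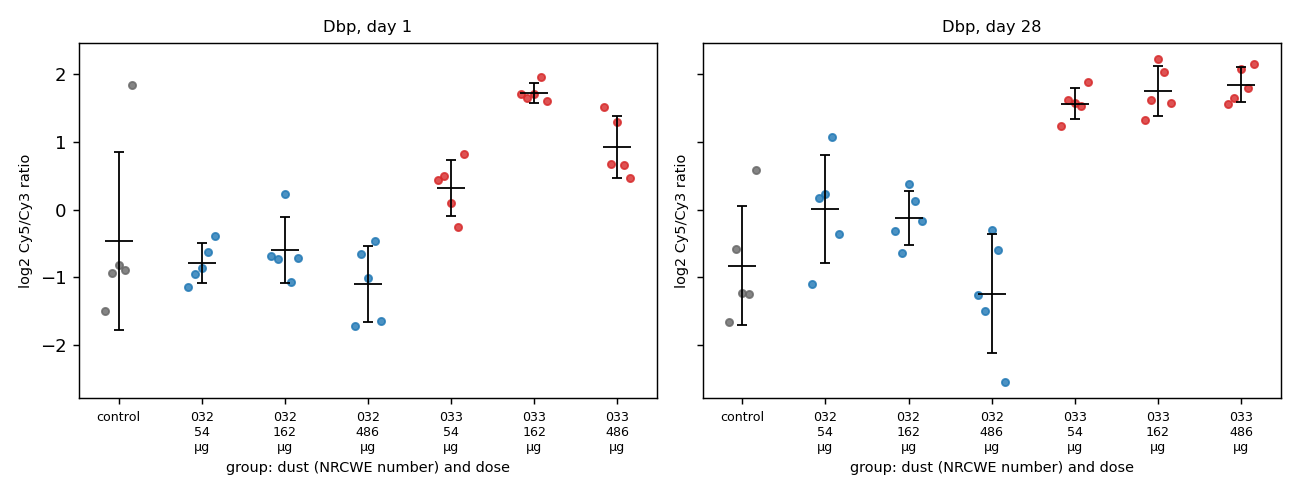
Log2 ratio of Dbp in mouse lung to the common reference by dose of each dust (µg), on day 1 and day 28. Points are arrays, horizontal lines are group means and bars are SD, and on day 28 the mean at 486 µg of NRCWE-033 was 1.85 against -0.83 in controls.

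The second comparison set the dusts against each other at equal dose, so that the shared controls enter the estimate of the spread and not the differences. On day 1 the F test of the 3 differences called 7 genes and the plain test 7. They were Arntl, Dbp, Nr1d2, Rasl11a, Rgs2, Spon2 and Zfp462. The difference NRCWE-032 minus NRCWE-033 in Dbp was -1.11, -2.32 and -2.02 at 54, 162 and 486 µg on the log2 scale (adjusted p = 2.33e-04). At single doses 1, 2 and 0 genes differed, with 443, 687 and 1885 at an unadjusted p under 0.05 and 0 by the plain test at 486 µg. On day 28 the F test called 52 genes, 28 higher and 24 lower with NRCWE-032 at 486 µg, and the plain test called 43. Limma called 57 genes at 486 µg, 1 at 162 µg and 0 at 54 µg, where 776 had an unadjusted p under 0.05 and the plain test called 0. The smallest adjusted p-values were those of Spon2, with differences of 0.84, 1.22 and 1.36 (adjusted p = 1.19e-06), and Dbp, with -1.56, -1.88 and -3.09 (adjusted p = 2.16e-06). Leaving out 1 array at a time, the count on day 28 ranged from 22, without replicate 5 at 486 µg of NRCWE-033, to 73, without replicate 5 at 162 µg of NRCWE-033. On day 1 it ranged from 4, without replicate 2 at 162 µg of NRCWE-032, to 17, without replicate 5 of the day 1 controls.

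The third comparison asked whether the dose effects of a dust differed between the days. For NRCWE-032 the F test of the 3 interaction terms called 0 genes, with 1459 at an unadjusted p under 0.05 and 0 by the plain test. It called 13 genes with slide as a random block, 13 with scan day as a term, 17 with all 70 arrays in 1 fit and 0 with slide as a fixed block in that fit. For NRCWE-033 it called 5 genes, as did the plain test. The effect on day 28 minus that on day 1 at 486 µg was -4.84 for Saa3 (adjusted p = 0.00871), -3.05 for Saa1 (adjusted p = 1.19e-04) and -2.74 for Saa2 (adjusted p = 2.42e-06), which was well above background on 1 of 5 control arrays and on 0 of 5 arrays at 486 µg on day 28, so that its size is uncertain. It was 0.63 for Soga1 and 0.89 for Pid1. Without replicate 2 at 486 µg of NRCWE-033 on day 1, 34 genes were called. Limma called 0 genes between the controls of day 28 and day 1, with 1304 at an unadjusted p under 0.05 and 0 by the plain test.

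The fourth comparison asked which of the study's biclusters, gene lists drawn from lung disease models, held more of the dose effect than all genes did. On the arrays were 14 to 35 symbols per bicluster, and all 17 symbols of bicluster 3, whose members include chemokines. For NRCWE-033 on day 1, by the methods' 2-sample test with unequal variances, 3 biclusters had a higher mean log2 F than all genes. The difference was 2.02 for bicluster 3 (SE 0.343, n = 17 gene symbols, adjusted p = 3.04e-04), 1.5 for bicluster 8 (SE 0.405, n = 15 gene symbols, adjusted p = 0.0187) and 1.14 for bicluster 7 (SE 0.314, n = 20 gene symbols, adjusted p = 0.0175). For each of the 3, no random reassignment of the arrays gave a larger difference, a permutation p of 0.01, the smallest that 99 reassignments can give, and 0.133 after adjustment. For NRCWE-032 on day 1, the difference was 1.00 for bicluster 1 (SE 0.321, adjusted p = 0.0437), 2.49 for bicluster 9 (SE 0.153, adjusted p = 7.84e-10) and 1.14 for bicluster 3 (SE 0.416, adjusted p = 0.0818). Under reassignment these gave permutation p-values of 0.08, 0.07 and 0.04, of which the smallest was 0.32 after adjustment. Bicluster 1 stayed past the threshold under 15 of 33 alternatives, and leaving out single arrays undid it in 11 of 20 cases, down to 0.60 without replicate 2 of the controls. Bicluster 9 stayed past it under 32 of the 33. Bicluster 3 kept its sign and its side of the threshold under 21 of the 33. Its difference passed with the deposited ratio, for example, at 1.49 (adjusted p = 0.00337), and changed sign under 1, slide as a fixed block, to -0.07. Genes of 1 list vary together, which the test across genes leaves out of account. For NRCWE-033 on day 28, bicluster 2 lay below all genes by a difference of -1.32 (SE 0.213, adjusted p = 1.92e-04), and bicluster 3 gave 0.70 (adjusted p = 0.102). That of bicluster 2 changed sign with median centring, to 0.48, where it was past the threshold above all genes, and with the deposited ratio, to 0.11, and without replicate 3 of the controls it was -0.49 and no longer passed. For NRCWE-032 on day 28 no bicluster passed the threshold, the smallest adjusted p being 0.306. The deposited ratio raised the enriched biclusters for NRCWE-033 on day 1 from 3 to 5, and without replicate 5 at 486 µg 1 was left. In this dust and day, bicluster 7 no longer passed without replicate 5 at 486 µg, at 0.88, which was 1 of 20 such cases. Bicluster 8 no longer passed in 4 of 20 cases, down to 1.12 without replicate 3 at 486 µg.

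At 486 µg of NRCWE-033 on day 1, 4 members of bicluster 1, 2 of bicluster 3 and 1 of bicluster 8 were called over all genes. Adjusted over the list alone, 7 members of bicluster 1, 10 of bicluster 3, 3 of bicluster 5, 4 of bicluster 7, 6 of bicluster 8 and 2 of bicluster 10 passed. For NRCWE-032 at 486 µg on day 1 the counts over all genes were 0. Adjusted over the list alone, 4 members of bicluster 1, 4 of bicluster 3, 3 of bicluster 7 and 1 each of biclusters 4, 8 and 9 passed. Members of bicluster 1 called for NRCWE-033 included Timp1, with a log2 change of 2.47 (SE 0.447, adjusted p = 0.0261), and Ctsk with 1.37 (SE 0.269, adjusted p = 0.0414). Members of bicluster 3 were Mt2 with 1.67 (SE 0.338, adjusted p = 0.0495) and Ccl9 with 1.46 (SE 0.256, adjusted p = 0.0258). Mt2 was not called under 24 of 32 alternatives, Ctsk under 19, Timp1 under 10 and Ccl9 under 9.

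**Figure D3:**
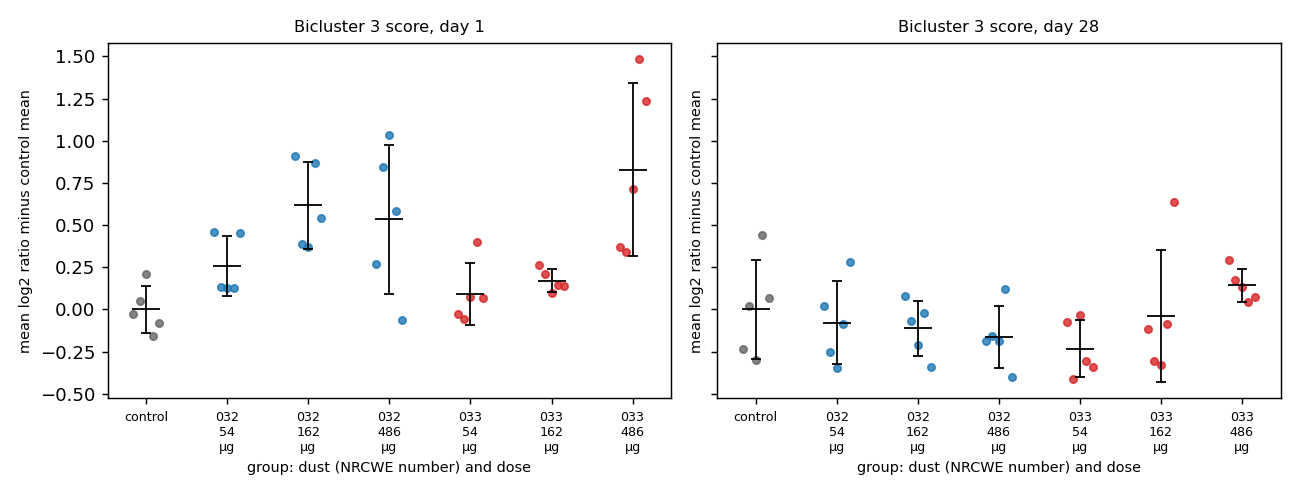
Score of bicluster 3, the mean over its 17 gene symbols of the log2 ratio minus the control mean, by dose of each dust (µg), on day 1 and day 28. Points are arrays, horizontal lines are group means and bars are SD, and at 486 µg of NRCWE-033 on day 1 the score was 0.83 ± 0.51 and above the control mean on 5 of 5 arrays.

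The score of each bicluster gave the direction. At 486 µg of NRCWE-033 on day 1 the score of bicluster 3 was 0.83 ± 0.51 (SD, n = 5), with a control SD of 0.140, and 5 of 5 arrays lay above the control mean (exact permutation p = 0.00794, adjusted p = 0.238). Bicluster 7 scored 0.36 ± 0.18 and bicluster 1 scored 0.79 ± 0.36 (SD, n = 5), each on 5 of 5 arrays and each with an exact permutation p of 0.00794, the smallest that 5 arrays against 5 allow. Bicluster 8 scored 0.55 ± 0.46 (SD, n = 5) with 4 of 5 arrays above the control mean (exact permutation p = 0.0476, adjusted p = 0.392). For NRCWE-032 at 486 µg on day 1, bicluster 3 scored 0.53 ± 0.44 with 4 of 5 arrays above (exact permutation p = 0.0397, adjusted p = 0.392). At 162 µg of NRCWE-032 on day 1 bicluster 3 scored 0.62 ± 0.26 (SD, n = 5) with 5 of 5 arrays above (exact permutation p = 0.00794, adjusted p = 0.238). Bicluster 9 scored 1.44 ± 0.90 at 54 µg, 0.33 ± 1.12 at 162 µg and -0.68 ± 0.20 at 486 µg of NRCWE-032 on day 1, with a control SD of 0.54 (n = 5). None of the 120 scores passed the correction, the smallest adjusted p being 0.238. With 5 arrays against 5, at least 20 of the 120 scores would have had to reach the smallest exact p for any to pass, so this says little about single scores. By limma's fry at 486 µg of NRCWE-033 on day 1, bicluster 1 (adjusted p = 0.0121), bicluster 3 (0.0269), bicluster 7 (0.0269) and bicluster 5 (0.0314) passed. Between the dusts, the score of bicluster 3 at 486 µg of NRCWE-032 minus that of NRCWE-033 was -0.30 on day 1 (exact permutation p = 0.357). On day 28 this difference was -0.31 (exact permutation p = 0.0238, adjusted p = 0.119). None of 20 such differences passed the correction, the smallest adjusted p being 0.106. At least 4 of the 20 would have had to reach the smallest exact p for any to pass, so this says little about single differences.

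Over all genes, the changes of the 2 dusts at 486 µg against the same controls correlated at 0.32 on day 1 across genes, which are not independent replicates. Simulated data with shared controls and no dust effect gave a median of 0.50 (range -0.55 to 0.93 over 100 draws). On day 28 the correlation was 0.10, against a simulated median of 0.37 (range -0.58 to 0.86).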

Values the study reported

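The paper assembled 8752 gene symbols shared by its lung disease experiments and reported biclusters of, among others, 19 gene symbols for the first and 17 for the third. It gave an FDR p-value of 0.032 for chemokine activity in the third bicluster, 0.0037 for response to wounding in the eighth and 0.02 for the myosin complex in the ninth. It displayed the enrichment of the nanomaterial studies, these dusts included, as bars without printed values. Its abstract called every nanomaterial study significant for the chemokine bicluster, whereas its results spoke of most nanomaterials. It named only carbon black and carbon nanotubes as potentially fibrogenic, from the seventh bicluster.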

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

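The splits for the counts of genes that differ between dusts or days, and the comparison of outlying values with array quality, were tests chosen only after the results had been seen.

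Single arrays lay far from the other 4 of their group in 6 of 74 groups examined, and chance alone gives about 5%, or 1 in 20. At 162 µg of NRCWE-033 on day 28, replicate 5 scored 0.635 for bicluster 3, where the others ranged from -0.33 to -0.09, and 0.401 for bicluster 7, where the others ranged from -0.14 to -0.01. At 162 µg of NRCWE-032 on day 28, replicate 1 scored 0.488 for bicluster 7, where the others ranged from -0.22 to -0.04. These 2 arrays had the lowest median correlations with the other arrays of the series, 0.489 for the NRCWE-032 array and 0.749 for the NRCWE-033 array, so 2 of the 2 were among the 7 lowest. The NRCWE-032 array also had the smallest share of spots well above background in Cy5, 18.5%. The NRCWE-033 array had 44.7%, within the 42.9% to 53.1% of its group, so this measure does not mark that array. Poor array quality may explain these scores, and no biological explanation was tested.

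In 3 gene values an array also lay apart. The log2 ratio of Dpep1 was 0.58 in replicate 4 at 486 µg of NRCWE-033 on day 1 and 1.29 to 1.49 in the others. Timp1 was -1.66 in replicate 2 of the day 1 controls and -2.57 to -2.32 in the others. Nr1d2 was 1.60 in replicate 5 at 486 µg of NRCWE-033 on day 28 and 1.29 to 1.38 in the others. Of the 3 arrays, 1 was among the 7 with the lowest correlation with the others, the control array at 0.881, whereas the other two had 0.912 and 0.941. Poor array quality could apply to the control array and stays open for it, and a difference between mice stays open for all 3. Without replicate 4 at 486 µg the log2 change of Dpep1 was -0.80 in place of -0.97 and no longer called, its adjusted p being 0.0921, within a range from 0.00422 to 1.00 over 32 alternatives.

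The dusts differed in 7 genes on day 1 and in 52 genes on day 28, by the F test of their differences at equal dose. Of 100 splits of the 35 arrays, the real one included, 2 gave a count as large as 7 on day 1, and the largest of the others had 53. On day 28 only the real split gave a count as large as 52. Adjusted over the 13 counts above 0, their shares of splits were both 0.0325. This family was chosen after the shares had been seen, and over all 27 counts the smallest adjusted share was 0.0675. Chance is thus unlikely for both counts within the first family and not excluded over all counts. Replicate 5 at 486 µg of NRCWE-032 had the smallest share of spots well above background in Cy5 of its group, 20.5%, at a median Cy5 intensity of 105, and was a candidate source of the day 28 differences, but without it 51 genes differed. On day 28 the count was 27 with slide as a random block, 13 with slide as a fixed block in a fit of all arrays, 172 with scan day as a term, 298 with array weights and 2 with median centring. On day 1 the corresponding counts were 7, 14, 7, 12 and 0. Slide therefore could contribute to part of the 52 differences, and which of them was not resolved. Clock phase remains open as a cause for part of the list: 5 of the 52 genes on day 28, and 3 of the 7 on day 1, belong to the 2 clock lists, which hold 17 genes together and so cannot decide for the other genes. A difference between the dusts themselves also stays open.

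For NRCWE-033, the dose effect differed between the days in 5 genes, Pid1, Saa1, Saa2, Saa3 and Soga1. Of 100 splits of the 40 arrays, 1, the real one, gave a count as large, the share adjusted over the 13 counts above 0 being 0.0325. Over all 27 counts the smallest adjusted share was 0.0675, so chance is unlikely but not excluded. The count was 6 with slide as a random block, 5 with scan day as a term, 81 with array weights, 1 with median centring and 0 with slide as a fixed block in a fit of all arrays. No slide held controls of both days, so differences between slides may add to these 5 and are not excluded. A time course of the response to the dust stays open.

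Among 13695 probes without a gene symbol, which the comparisons left out, 1 was called at 486 µg of NRCWE-033 on day 1 and 1 on day 28. The first rose by 0.89 on the log2 scale (SE 0.136, adjusted p = 0.0269), with 5 of 5 arrays above all controls. The second changed by -1.32 (SE 0.203, adjusted p = 0.0235), with 5 of 5 arrays below all controls. Of 100 splits, 16 gave a count as large as 1 on day 1 and 2 did on day 28, the adjusted share on day 28 being 0.0325 over the 13 counts above 0. Over all 27 counts the smallest adjusted share was 0.0675, so chance is not excluded on either day. What the 2 probes measure was not tested.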

How the results depend on the processing

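Among the settings below, array weights were tests chosen only after the data had been seen, and all others were fixed before. Apart from the settings that leave out 1 array, 98 of 303 counts moved by more than 1.5 times. Of 520 enrichments 411 kept their sign and their side of the threshold, 59 changed sign, 30 moved past the threshold without a change of sign and 20 no longer passed it. Of the 59, 6 were past the threshold after the change. Of 320 scores 302 stayed, 14 changed sign and 4 passed the correction. Of 192 log2 changes of named genes, 141 stayed called and 51 did not, and none changed sign. With 1 array left out, 110 of 560 counts moved, 39 of 800 enrichments changed sign, of which 3 were past the threshold afterwards, 15 moved past the threshold and 18 no longer passed it, 22 of 400 scores changed sign, and 65 of 320 log2 changes of named genes were no longer called. The enrichments are differences of mean log2 F between a bicluster and all gene symbols. For the changes below the cause was not tested, except that the dim-probe filter tested 10516 to 11191 gene symbols in place of 18749 and that a setting which leaves out arrays has fewer of them.

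With median centring, the count of called genes was 0 for the F test of NRCWE-033 on day 1, 2 for 486 µg of NRCWE-033 on day 1, 0 for the F test of NRCWE-033 on day 28, 0 for 54 µg of NRCWE-033 on day 28, 0 for 162 µg of NRCWE-033 on day 28, 0 for 486 µg of NRCWE-033 on day 28, 0 for the dusts on day 1, 2 for the dusts on day 28 and 1 for the days of NRCWE-033. Enriched biclusters with median centring numbered 4 for NRCWE-032 on day 1, 1 for NRCWE-032 on day 28, 6 for NRCWE-033 on day 1 and 3 for NRCWE-033 on day 28. Enrichment with median centring moved past the threshold for biclusters 1 (1.69), 5 (0.66) and 6 (-1.17) of NRCWE-033 on day 1, biclusters 1 (1.43) and 3 (0.92) of NRCWE-033 on day 28 and biclusters 3 (1.63) and 8 (1.20) of NRCWE-032 on day 1. The enrichment with median centring changed sign for biclusters 2 (0.79), 4 (-0.68), 9 (0.95, now past the threshold) and 10 (-0.11) of NRCWE-033 on day 1, biclusters 2 (0.48, now past the threshold), 5 (0.25), 6 (-0.38) and 10 (-0.69, now past the threshold) of NRCWE-033 on day 28, biclusters 2 (0.50), 4 (-0.23) and 5 (0.33) of NRCWE-032 on day 1 and biclusters 2 (0.35), 4 (-0.27), 5 (0.39), 6 (-0.0162) and 7 (0.69, now past the threshold) of NRCWE-032 on day 28. Scores with median centring changed sign for bicluster 10 (-0.00391) of NRCWE-032 on day 28, bicluster 2 (0.0474) of NRCWE-032 on day 1, biclusters 5 (-0.0150) and 8 (-0.0114) of NRCWE-033 on day 28 and bicluster 6 (0.0306) of NRCWE-033 on day 1.

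With the deposited ratio, the count of called genes was 1 for the F test of NRCWE-032 on day 28, 1 for 54 µg of NRCWE-032 on day 28, 1 for 162 µg of NRCWE-032 on day 28, 1 for 486 µg of NRCWE-032 on day 28, 95 for the F test of NRCWE-033 on day 1, 343 for 486 µg of NRCWE-033 on day 1, 13 for the F test of NRCWE-033 on day 28, 13 for 486 µg of NRCWE-033 on day 28, 16 for the dusts on day 1, 25 for the dusts on day 28, 1 for the days of NRCWE-032 and 21 for the days of NRCWE-033. Enriched biclusters with the deposited ratio numbered 4 for NRCWE-032 on day 1, 5 for NRCWE-033 on day 1 and 2 for NRCWE-033 on day 28. Enrichment with the deposited ratio moved past the threshold for biclusters 1 (1.47), 5 (1.06) and 9 (-0.90) of NRCWE-033 on day 1, biclusters 1 (1.20) and 7 (1.04) of NRCWE-033 on day 28 and biclusters 3 (1.49) and 8 (1.09) of NRCWE-032 on day 1. Enrichment with the deposited ratio no longer passed the threshold for bicluster 1 (0.59) of NRCWE-032 on day 1 and bicluster 8 (0.89) of NRCWE-033 on day 1. The enrichment with the deposited ratio changed sign for biclusters 2 (0.36), 5 (0.85, now past the threshold) and 10 (0.21) of NRCWE-032 on day 1, bicluster 2 (1.00, now past the threshold) of NRCWE-033 on day 1, biclusters 2 (0.11), 5 (0.0754) and 8 (-0.0805) of NRCWE-033 on day 28 and bicluster 5 (0.0503) of NRCWE-032 on day 28. Scores with the deposited ratio changed sign for bicluster 10 (-0.18) of NRCWE-032 on day 1 and bicluster 6 (0.0888) of NRCWE-033 on day 1.

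With all 70 arrays in 1 fit, the count of called genes was 13 for the F test of NRCWE-032 on day 1, 11 for 162 µg of NRCWE-032 on day 1, 6 for 486 µg of NRCWE-032 on day 1, 4 for the F test of NRCWE-032 on day 28, 4 for 162 µg of NRCWE-032 on day 28, 20 for 486 µg of NRCWE-032 on day 28, 104 for the F test of NRCWE-033 on day 1, 3 for 162 µg of NRCWE-033 on day 1, 159 for 486 µg of NRCWE-033 on day 1, 13 for the F test of NRCWE-033 on day 28, 1 for 54 µg of NRCWE-033 on day 28, 6 for 162 µg of NRCWE-033 on day 28, 12 for the dusts on day 1, 115 for the dusts on day 28, 17 for the days of NRCWE-032 and 64 for the controls of both days. Enriched biclusters with all 70 arrays in 1 fit numbered 1 for NRCWE-032 on day 1 and 1 for NRCWE-033 on day 28. Enrichment with all 70 arrays in 1 fit moved past the threshold for bicluster 2 (-1.42) of NRCWE-033 on day 1 and bicluster 3 (1.08) of NRCWE-033 on day 28. Enrichment with all 70 arrays in 1 fit no longer passed the threshold for bicluster 1 (1.00) of NRCWE-032 on day 1 and bicluster 7 (1.00) of NRCWE-033 on day 1. The enrichment with all 70 arrays in 1 fit changed sign for biclusters 1 (-0.0388) and 3 (-0.00366) of NRCWE-032 on day 28, bicluster 7 (-0.00565) of NRCWE-032 on day 1 and bicluster 9 (0.18) of NRCWE-033 on day 28.

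With slide as a fixed block over all arrays, the count of called genes was 1 for the F test of NRCWE-032 on day 28, 2 for 162 µg of NRCWE-032 on day 28, 49 for the F test of NRCWE-033 on day 1, 3 for 162 µg of NRCWE-033 on day 1, 127 for 486 µg of NRCWE-033 on day 1, 1 for 54 µg of NRCWE-033 on day 28, 5 for 162 µg of NRCWE-033 on day 28, 14 for the dusts on day 1, 13 for the dusts on day 28, 0 for the days of NRCWE-033 and 1 for the controls of both days. Enrichment with slide as a fixed block over all arrays moved past the threshold for bicluster 9 (-1.27) of NRCWE-033 on day 1. Enrichment with slide as a fixed block over all arrays no longer passed the threshold for bicluster 7 (0.40) of NRCWE-033 on day 1. The enrichment with slide as a fixed block over all arrays changed sign for biclusters 2 (0.39), 5 (0.00996), 6 (-0.35) and 10 (0.13) of NRCWE-032 on day 28, biclusters 4 (-0.33) and 10 (-0.18) of NRCWE-033 on day 1, biclusters 4 (0.00491), 9 (0.31) and 10 (-0.97) of NRCWE-033 on day 28 and biclusters 3 (-0.0664) and 7 (-0.25) of NRCWE-032 on day 1.

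With array weights, the count of called genes was 1 for 162 µg of NRCWE-032 on day 28, 296 for the F test of NRCWE-033 on day 1, 345 for 486 µg of NRCWE-033 on day 1, 12 for the dusts on day 1, 298 for the dusts on day 28, 3 for the days of NRCWE-032 and 81 for the days of NRCWE-033. Enriched biclusters with array weights numbered 5 for NRCWE-033 on day 1 and 1 for NRCWE-033 on day 28. Enrichment with array weights moved past the threshold for biclusters 1 (1.82) and 5 (0.88) of NRCWE-033 on day 1, bicluster 1 (1.19) of NRCWE-033 on day 28 and bicluster 3 (1.34) of NRCWE-032 on day 1. Enrichment with array weights no longer passed the threshold for bicluster 1 (0.61) of NRCWE-032 on day 1. The enrichment with array weights changed sign for biclusters 1 (-0.0649) and 3 (-0.22) of NRCWE-032 on day 28 and biclusters 4 (-0.0236) and 10 (0.14) of NRCWE-032 on day 1.

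With the dim-probe filter, the count of called genes was 11 for the F test of NRCWE-033 on day 1, 65 for 486 µg of NRCWE-033 on day 1, 13 for the F test of NRCWE-033 on day 28, 11 for the dusts on day 1, 1 for the days of NRCWE-032 and 8 for the days of NRCWE-033. Enriched biclusters with the dim-probe filter numbered 1 for NRCWE-033 on day 1 and 1 for NRCWE-033 on day 28. Enrichment with the dim-probe filter moved past the threshold for bicluster 3 (1.65) of NRCWE-032 on day 1 and bicluster 7 (1.32) of NRCWE-033 on day 28. Enrichment with the dim-probe filter no longer passed the threshold for bicluster 1 (1.17) of NRCWE-032 on day 1 and biclusters 7 (0.91) and 8 (1.28) of NRCWE-033 on day 1. The enrichment with the dim-probe filter changed sign for bicluster 4 (-0.14) of NRCWE-032 on day 1 and bicluster 6 (0.0260) of NRCWE-033 on day 1.

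With scan day as a term, the count of called genes was 0 for the F test of NRCWE-033 on day 1, 0 for 486 µg of NRCWE-033 on day 1, 172 for the dusts on day 28 and 13 for the days of NRCWE-032. Enriched biclusters with scan day as a term numbered 1 for NRCWE-033 on day 1. Enrichment with scan day as a term no longer passed the threshold for biclusters 7 (0.77) and 8 (1.24) of NRCWE-033 on day 1. The enrichment with scan day as a term changed sign for biclusters 2 (0.52), 5 (0.00357) and 10 (0.0162) of NRCWE-032 on day 28, biclusters 2 (0.13) and 5 (0.21) of NRCWE-032 on day 1 and biclusters 8 (-0.22) and 9 (0.0109) of NRCWE-033 on day 28.

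With no background correction, the count of called genes was 13 for the F test of NRCWE-033 on day 28. Enriched biclusters with no background correction numbered 1 for NRCWE-033 on day 28. Enrichment with no background correction moved past the threshold for bicluster 3 (1.47) of NRCWE-032 on day 1 and bicluster 3 (0.83) of NRCWE-033 on day 28. Enrichment with no background correction no longer passed the threshold for bicluster 1 (0.81) of NRCWE-032 on day 1. The enrichment with no background correction changed sign for bicluster 10 (-0.19) of NRCWE-033 on day 28 and bicluster 6 (0.0221) of NRCWE-033 on day 1. Scores with no background correction changed sign for biclusters 2 (0.0441) and 10 (-0.0520) of NRCWE-032 on day 28, bicluster 2 (0.0315) of NRCWE-033 on day 28 and bicluster 4 (-0.00149) of NRCWE-033 on day 1.

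With the brightest probe, the count of called genes was 13 for the F test of NRCWE-033 on day 28 and 8 for the days of NRCWE-033. Enriched biclusters with the brightest probe numbered 1 for NRCWE-032 on day 1 and 2 for NRCWE-033 on day 28. Enrichment with the brightest probe moved past the threshold for biclusters 3 (0.86) and 6 (0.79) of NRCWE-033 on day 28. Enrichment with the brightest probe no longer passed the threshold for bicluster 1 (0.81) of NRCWE-032 on day 1. The enrichment with the brightest probe changed sign for bicluster 3 (-0.28) of NRCWE-032 on day 28.

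With the 4 conflicting arrays left out, the count of called genes was 9 for 486 µg of NRCWE-033 on day 1 and 3 for the dusts on day 1. Enrichment with the 4 conflicting arrays left out moved past the threshold for bicluster 3 (1.30) of NRCWE-032 on day 1. Enrichment with the 4 conflicting arrays left out no longer passed the threshold for bicluster 8 (1.21) of NRCWE-033 on day 1. The enrichment with the 4 conflicting arrays left out changed sign for biclusters 5 (0.11) and 6 (0.14) of NRCWE-032 on day 1.

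With slide as a random block, the count of called genes was 1 for the F test of NRCWE-032 on day 1, 1 for 54 µg of NRCWE-032 on day 1, 1 for 486 µg of NRCWE-032 on day 1, 27 for the dusts on day 28 and 13 for the days of NRCWE-032.

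With the plain test, the count of called genes was 12 for 486 µg of NRCWE-033 on day 1, 5 for the F test of NRCWE-033 on day 28 and 4 for 54 µg of NRCWE-033 on day 28.

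Enriched biclusters with the moderated F statistic numbered 1 for NRCWE-033 on day 28. Enrichment with the moderated F statistic moved past the threshold for bicluster 3 (1.31) of NRCWE-032 on day 1 and bicluster 3 (0.87) of NRCWE-033 on day 28. The enrichment with the moderated F statistic changed sign for bicluster 5 (0.0529) of NRCWE-032 on day 1 and bicluster 9 (0.0833) of NRCWE-033 on day 1.

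Enriched biclusters with reassigned arrays numbered 0 for NRCWE-032 on day 1 and 0 for NRCWE-033 on day 1. Enrichment with reassigned arrays no longer passed the threshold for biclusters 1 (1.00) and 9 (2.49) of NRCWE-032 on day 1, bicluster 2 (-1.32) of NRCWE-033 on day 28 and biclusters 3 (2.02), 7 (1.14) and 8 (1.5) of NRCWE-033 on day 1.

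Scores with medians over members changed sign for biclusters 4 (-0.00228) and 6 (0.00145) of NRCWE-033 on day 1 and bicluster 5 (-0.00138) of NRCWE-032 on day 1.

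Scores with fry passed the correction for biclusters 1 (0.79), 3 (0.83), 5 (0.25) and 7 (0.36) of NRCWE-033 on day 1.

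Leaving out 1 array at a time, the counts of NRCWE-032 on day 1 ranged from 0 to 2 (without 162 µg replicate 5) for the F test, 0 to 1 (without 486 µg replicate 1) for 54 µg, 0 to 2 (without 486 µg replicate 5) for 162 µg and 0 to 1 (without 486 µg replicate 1) for 486 µg. For NRCWE-032 on day 28 they ranged from 0 to 1 (without 54 µg replicate 1) for 162 µg. For NRCWE-033 on day 1 they ranged from 3 (without 486 µg replicate 5) to 43 (without 486 µg replicate 2) for the F test, 0 to 7 (without control replicate 5) for 162 µg and 5 (without 486 µg replicate 4) to 111 (without 486 µg replicate 2) for 486 µg. For NRCWE-033 on day 28 they ranged from 4 (without control replicate 1) to 17 (without control replicate 5) for the F test, 4 (without control replicate 1) to 15 (without control replicate 5) for 54 µg, 3 (without control replicate 2) to 30 (without control replicate 5) for 162 µg and 4 (without control replicate 2) to 35 (without control replicate 5) for 486 µg. Between dusts and between days the counts ranged from 4 (without NRCWE-032 162 µg replicate 2) to 17 (without control replicate 5) for the dusts on day 1, 22 (without NRCWE-033 486 µg replicate 5) to 73 for the dusts on day 28, 0 to 3 (without NRCWE-032 162 µg replicate 1 on day 1) for the days of NRCWE-032 and 3 (without control replicate 1 on day 28) to 34 (without NRCWE-033 486 µg replicate 2 on day 1) for the days of NRCWE-033. The number of enriched biclusters ranged from 1 to 3 for NRCWE-032 on day 1, 0 to 1 for NRCWE-032 on day 28, 1 to 4 for NRCWE-033 on day 1 and 0 to 2 for NRCWE-033 on day 28.

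Enrichment without 1 array ranged, for NRCWE-032 on day 1, from 0.60 (without control replicate 2) to 1.11 (without 54 µg replicate 4) for bicluster 1, -1.17 to -0.0435 for bicluster 2, 0.76 to 1.70 (without 486 µg replicate 5) for bicluster 3, -0.24 to 0.11 (without 54 µg replicate 4) for bicluster 5, -0.46 to 0.19 (without 162 µg replicate 5) for bicluster 6 and -0.79 to 0.0461 (without 162 µg replicate 2) for bicluster 10. With NRCWE-032 on day 28, enrichments ranged from -0.17 (without 162 µg replicate 3) to 0.43 for bicluster 1, -0.98 (without 486 µg replicate 5) to 0.24 (without 162 µg replicate 5) for bicluster 2, -0.52 (without 162 µg replicate 1) to 0.44 for bicluster 3, -0.13 (without 162 µg replicate 1) to 0.47 for bicluster 4, -0.61 to 0.12 (without 162 µg replicate 1) for bicluster 5, -0.16 (without 162 µg replicate 1) to 0.37 for bicluster 6, -0.71 (without 162 µg replicate 1) to 0.84 (without 54 µg replicate 5) for bicluster 9 and -0.66 to 0.16 (without 54 µg replicate 1) for bicluster 10. With NRCWE-033 on day 1, enrichments ranged from 0.88 (without 486 µg replicate 5) to 1.27 (without 486 µg replicate 2) for bicluster 7, 1.12 (without 486 µg replicate 3) to 2.42 (without 486 µg replicate 2) for bicluster 8, -0.96 (without 486 µg replicate 2) to 0.76 (without 486 µg replicate 3) for bicluster 9 and -0.22 (without 486 µg replicate 2) to 0.93 for bicluster 10. With NRCWE-033 on day 28, enrichments ranged from 0.58 to 1.21 for bicluster 1, -1.76 (without control replicate 5) to -0.49 (without control replicate 3) for bicluster 2, 0.46 to 1.07 (without 162 µg replicate 5) for bicluster 3, -0.30 to 0.0312 (without 486 µg replicate 4) for bicluster 5, 0.23 to 0.76 (without control replicate 1) for bicluster 6, -1.72 (without 486 µg replicate 4) to 0.50 (without 54 µg replicate 1) for bicluster 9 and -0.40 (without control replicate 1) to 0.73 for bicluster 10.

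Scores at 486 µg without 1 array ranged, for NRCWE-032 on day 1, from -0.0136 (without control replicate 1) to 0.050 for bicluster 4 and -0.0794 (without control replicate 1) to 0.11 for bicluster 10. With NRCWE-032 on day 28, scores ranged from -0.14 to 0.0329 (without control replicate 1) for bicluster 2, -0.0747 to 8.61e-05 (without 486 µg replicate 5) for bicluster 4 and -0.0126 (without control replicate 1) to 0.12 for bicluster 10. With NRCWE-033 on day 1, scores ranged from -0.00936 (without control replicate 3) to 0.22 for bicluster 2, -0.0193 (without control replicate 1) to 0.0443 for bicluster 4 and -0.0290 to 0.0252 (without control replicate 5) for bicluster 6. With NRCWE-033 on day 28, scores ranged from -0.14 to 0.0263 (without control replicate 1) for bicluster 2, -0.0342 to 0.00353 (without control replicate 4) for bicluster 4 and -0.00632 (without control replicate 1) to 0.23 for bicluster 8.

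The log2 changes of the named genes kept their direction under all 32 alternatives, although those that leave out 1 array could not have changed it. Those for NRCWE-033 at 486 µg on day 1 ranged from 4.24 to 5.93 for Saa3, from 2.39 to 3.91 for Saa1, from 1.54 to 3.82 for Saa2 and from 2.07 to 3.11 for Lcn2, with adjusted p-values up to 0.16, 0.161, 0.139 and 1.00. On day 28 the change of Dbp ranged from 2.25 to 3.03, with adjusted p-values from 4.24e-07 to 0.461, that of Spon2 from -1.93 to -1.35 and that of Arntl from -2.05 to -0.87. With median centring the median of all genes moved by more than 0.1 against control in 3 groups on day 28, by -0.117 at 54 µg and -0.150 at 162 µg of NRCWE-032 and by -0.113 at 54 µg of NRCWE-033. The estimated correlation between arrays of a slide was 0.295 for NRCWE-032 on day 1, 0.163 for NRCWE-032 on day 28, -0.0478 for NRCWE-033 on day 1 and 0.170 for NRCWE-033 on day 28.

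Slide as a random block was not run for the controls, since no slide held 2 of them. Slide and scan day were not run for the bicluster scores. The replicate numbers follow the order of deposit and were not treated as pairs. Slides 1 to 10 each held 1 control with 3 doses of 1 dust and day, and slide was used as a block in 2 of the alternatives. The signal over background limits the dim genes: 18.5% to 59.7% of spots were well above background in Cy5, so changes of genes expressed near background were not detectable for part of the genes.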

Other observations

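Chosen only after the results had been seen were the splits of the gene counts, the correlation with the share of spots well above background in Cy5 and the tests of spread with lists of tissue genes. So was the use of slide, array weights and scan day to test explanations. The slide and scan day settings themselves were fixed before the data were examined, and array weights were not. The tests of the daily clock and the splits of the enriched biclusters were fixed before their outcome was seen. So was that of heart muscle genes outside bicluster 9, but its list was written after the result of bicluster 9 had been seen.

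Each count of called genes was compared with 100 splits of the same arrays into groups of the same sizes. For NRCWE-033 on day 1, 2 splits gave as many genes by the F test as the real 7, whereas 8 splits gave as many as the 38 genes at 486 µg, the largest having 3057. Chance is thus not excluded for the second count. On day 28 the splits with as many genes for NRCWE-033 numbered 2 for the F test, 2 at 54 µg, 4 at 162 µg and 2 at 486 µg, and other splits reached up to 13, 13, 107 and 21 genes. Adjusted over the 13 counts above 0, the share was 0.0325 for the F test on day 1 and, on day 28, for the F test, 54 µg and 486 µg, so chance is unlikely for these within this family. At 162 µg on day 28 it was 0.052, and it lay under 0.05 before adjustment only. This family was chosen after the shares had been seen, and with the 14 counts of 0, whose share is fixed by design, the smallest adjusted share over all 27 was 0.0675. Over all 27, chance is therefore not excluded for any count. A count of 0 is reached by all 100 splits, and this holds for every count of NRCWE-032 against control, for NRCWE-033 at 54 and 162 µg on day 1, for the days of NRCWE-032 and for the controls. For the number of enriched biclusters, 3 splits matched NRCWE-033 on day 1 and 24 matched NRCWE-032 on day 1. Chance is thus unlikely for the first within the 13 counts, with an adjusted share of 0.0433, and fully open for the second. No single bicluster passed against reassigned arrays, the smallest adjusted p being 0.133. For day 28, where the count was 0, all 100 splits reached it.

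Dbp, Hlf, Nr1d2 and Arntl, which lead the changes of NRCWE-033 on day 28, belong to the daily clock. A candidate explanation is that these animals and the controls were killed at different phases of the clock, either because the hours of collection differed or because the dust shifted the clock. It was tested on 8 clock genes that follow Dbp and 5 in antiphase that were recorded as not seen before. Among these genes, Nfil3 was itself called between the dusts on day 28, at differences of 0.48, 0.74 and 0.91 (NRCWE-032 minus NRCWE-033). The comparison of the dusts by this score therefore rests in part on a gene already called. Their score, the mean change of the first minus that of the second, was higher by 0.282 in the 15 dosed arrays of NRCWE-033 than in the 5 controls (exact permutation p = 0.00181, adjusted p = 0.00361 over 4 tests). On slides 2, 6 and 10, which held a control and doses of NRCWE-033 on day 28, the dosed arrays exceeded the control by 0.268, 0.443 and 0.312. For NRCWE-032 the score differed from control by -0.00862 (exact permutation p = 0.929), and NRCWE-033 exceeded NRCWE-032 by 0.291 (permutation p = 1.80e-04, adjusted p = 7.20e-04), which argues against controls that alone were out of phase with both dusts. A shift that grows with the dose was not decided, the score at 486 µg exceeding that at 54 µg by 0.171 (exact permutation p = 0.0556, adjusted p = 0.0741). With slide as a random block all 7 genes called at 486 µg were called again, which argues against slide as the whole cause. All 7 were also called with array weights, but these weights follow the spread of an array and not its brightness, so they do not test dim arrays. In a fit of all 70 arrays 5 of the 7 were called without slide and 5 with slide as a fixed block. On day 1 the score at 162 µg of NRCWE-033 was 0.37 above control (exact permutation p = 0.0476, adjusted p = 0.143). Replicate 5 of the day 1 controls scored 0.58 and the other controls -0.32 to -0.14, against 0.15 to 0.39 at 162 µg. This control array lay above every array at 162 µg and so made the difference smaller, whereas the other controls all lay below every array at 162 µg. A high score was thus also found without dust, on this single array. The hour of collection and an effect of the dust on the clock cannot be told apart, because the hours are not known here.

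Of the 38 genes called at 486 µg of NRCWE-033 on day 1, slide as a random block left 33 called, so slide is unlikely as the whole cause. Array weights left 38 called, but they follow spread and not brightness, so dim arrays stay open. In a fit of all 70 arrays 35 of the 38 were called without slide and 28 with slide as a fixed block. With scan day as a term 0 of the 38 were called, although all 38 kept their direction, with a median ratio of 0.927 between their changes. The median ratio between the standard errors was 1.18, taken over all gene symbols and not over the 38. The changes of the 38 genes with scan day as a term were thus of similar size. Standard errors were larger over all gene symbols, and those of the 38 were not computed apart. Arrays of both groups were present on 2 of 6 scan days, and scan day stays open as a contributor.

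Some arrays correlated poorly with the others, and a low share of spots well above background in Cy5 may be the reason. This share is not the Cy5 intensity. Replicate 5 at 486 µg of NRCWE-032 on day 28 had 20.5% at a median Cy5 intensity of 105. Replicate 1 at 162 µg of NRCWE-032 on day 28 had 18.5% at 69.5. Over the 70 arrays the median correlation of an array with the others rose with its share of spots well above background in Cy5, with Pearson's r of 0.573 (permutation p = 2e-05) and Spearman's rho of 0.311 (permutation p = 0.00915). Without the 2 arrays farthest from the median share r was 0.423 (permutation p = 4.9e-04). This was the only relation computed in its family, and no biological explanation was tested.

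Lists of genes of other tissues varied widely between the 10 control arrays. The SD of the heart muscle score was 0.979, at percentile 100 of 10000 random lists of the same size and Cy5 level, whose median SD was 0.126. For skeletal muscle the SD was 0.288 at percentile 99.4 (random median 0.103), for adipose tissue 1.66 at percentile 100 (0.119) and for conducting airway epithelium 1.21 at percentile 100 (0.138). A varying amount of these tissues in the lung pieces may explain this spread, but genes that vary together for any reason rank high among random lists, so the ranking does not decide for it and the explanation stays open. Of the lists, 6 of 8 heart, 1 of 7 skeletal muscle, 2 of 7 adipose and 6 of 8 airway genes were well above background on all controls, whether from the lung or from attached tissue. The brightest genes had a log2 Cy5 level of 12.2 (Myl7), 9.12 (Tnni2), 11.7 (Cfd) and 17.5 (Scgb1a1), against 6.90 for the median gene. These are intensities of different probes, so they do not rank the genes by abundance. Values of 8 heart, 1 skeletal muscle, 2 adipose and 5 airway genes or of their set had been seen when the lists were written, and 4, 1, 1 and 0 of them are in bicluster 9. None of 48 tests of these lists between a dose and control passed the correction, the smallest adjusted p being 0.635.

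Bicluster 9 was enriched for NRCWE-032 on day 1, although its score did not rise with the dose. A varying amount of heart muscle in the lung samples may explain it. Over the 20 arrays, 4 heart muscle genes outside bicluster 9 followed its score with Pearson's r of 0.957 and Spearman's rho of 0.947 (permutation p = 1e-05 for each, the smallest that the permutations can give). Without the 2 arrays farthest from the median r was 0.941. Bicluster 9 itself holds heart muscle genes, which the paper linked to cardiac muscle contraction. Other heart muscle genes could follow its score whatever made it vary, so this relation does not decide for a varying amount of heart muscle. The course over 54, 162 and 486 µg was not specific to heart muscle, whose list differed from control by 1.56, 0.60 and -0.70, since the adipose list differed by 2.39, -0.00341 and -0.96 and the airway list by 1.35, 0.47 and -0.82. The relation does not show whether the dust changed these tissues or the piece of lung taken differed, and both stay open.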
